A study of Mus musculus with 13 samples. Its data were reported in "Inflammatory response to retrotransposons drives tumor drug resistance that can be prevented by reverse transcriptase inhibitors" (2022).

How the data were processed

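RNA was measured in 13 libraries from female MMTV-HER2/Neu mice, which carry a rat HER2/Neu transgene under a mammary promoter and develop mammary tumors spontaneously. Of these, 11 were individual tumors and 2 were cancer-free mammary glands. The tumors fell into 4 groups by the labels. Primary untreated tumors (n = 3) came from control mice. Primary stavudine tumors (n = 3) came from mice that drank water with 1 mg/mL stavudine, a nucleoside inhibitor of reverse transcriptase. Recurrent 17-DMAG tumors (n = 3) had regrown after a complete response to 17-DMAG, an inhibitor of the chaperone HSP90 given at 20 mg/kg. Recurrent 17-DMAG plus stavudine tumors (n = 2) had regrown in the same way in mice that also drank stavudine. The paper started stavudine either well before 17-DMAG or together with it, and the labels do not say which applied here. By the paper's methods, 17-DMAG was given until regrown tumors reached their end size. Recurrence thus cannot be told apart from current exposure to 17-DMAG.

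The deposited values were raw read counts per gene, not normalized, with one column of counts per library. According to the methods of the study, the authors sequenced stranded total RNA depleted of ribosomal RNA, aligned the reads to the mouse genome GRCm38 with STAR and counted them per gene with featureCounts on the UCSC annotation. The versions, the strand setting of the counting step and the handling of reads that map to several places were not stated. All values in the count table were whole numbers and the library totals differed, as raw counts do. Counts of transposable elements were not analysed here.

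The table listed 24421 gene symbols, of which 24313 (99.6%) matched a symbol or synonym in the mouse gene annotation used for positions. A count above 0 in at least 1 library was present for 20812 genes. Library totals ran from 39921388 to 56887708 counts, a ratio of 1.42 between the largest and the smallest. At these totals, 3 counts, taken as the floor of detection, equalled 0.0527 to 0.0751 CPM when scaled to the library total alone. CPM values of single genes are instead counts scaled to the library total multiplied by its TMM normalization factor. That factor was 0.493 in gland 2 and between 0.999 and 1.12 in the other libraries. In gland 2, 3 counts therefore equalled 0.107 CPM, above that range. Shares of counts in single libraries are given with 95% Wilson intervals. Intervals and floors of this kind cover counting error only, because reads without molecular identifiers are not independent molecules.

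Differential expression was tested in R 4.3.3 with edgeR 4.0.16, using filterByExpr on the groups, TMM normalization factors, and the quasi-likelihood test with robust dispersion estimation. The gland contrast was fitted on all 13 libraries with 17135 genes. The other 6 contrasts were fitted on the 11 tumor libraries with 16870 genes, each group having its own mean: stavudine against untreated in primary tumors, recurrent against primary tumors without stavudine, recurrent against primary tumors under stavudine, stavudine against none in recurrent tumors, recurrent against primary tumors averaged over both water arms, and the interaction of recurrence and stavudine. P-values were adjusted by Benjamini and Hochberg within each contrast and a gene was called at an adjusted p under 0.05. All tests were two-sided unless stated. The biological coefficient of variation was 0.431 in the fit of 13 libraries and 0.402 in that of the tumors.

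Genes were named by a rule: among called genes with a mean log2 CPM of at least 1 and no overlap between the CPM values of the compared groups, the 4 with the largest increase and the 4 with the largest decrease. In addition, 9 fixed genes were named in every contrast: Erbb2, Mki67, Ptprc, Hspa1a, Hspa1b, Nqo1, Abcb1a, Abcb1b and Acta2. Hspa1a and Hspa1b, like Abcb1a and Abcb1b, are close paralogs, so reads can be lost or shared between them during counting. Rat transgene reads can also count to mouse Erbb2.

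Marker and program lists, 22 in all, were tested with camera from limma 3.58.1 on voom log2 CPM values with an inter-gene correlation of 0.01, adjusting over the 22 lists of a contrast. They were T cells, B cells, plasma cells, NK cells, macrophages, neutrophils, dendritic cells, mast cells, pan-leukocyte, interferon type I response, NF-kB and TNF response, heat shock response, proliferation, mesenchymal, luminal epithelium, basal and myoepithelial, adipocyte, skeletal muscle, milk proteins, endothelium, drug transport and 17-DMAG handling, and L1 and cytosolic DNA sensing. Only 1 gene was in more than 1 list. Scores of lists were means of log2 CPM over their genes, with a prior count of 2. The study compared immune cell amounts by deconvolution; the signature for that was not used here, and the 9 immune lists took its place. Each immune score was tested over the 4 tumor groups by an exact permutation of the F statistic over all 92400 assignments of the 11 tumors to groups of these sizes. The recurrence effects in the 2 water arms, which share no library, were compared by Pearson's r across genes, with an exact one-sided permutation of labels within each arm (200 relabelings).

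The groups, the contrasts, the tests, the lists, the rule for naming genes and most alternatives were chosen before the data were examined. Those alternatives were DESeq2 size factors or upper-quartile factors in the edgeR fit, no filter on low counts, a mean count of at least 50, DESeq2 1.42.0 with its Wald test, limma voom with sample quality weights, non-robust dispersion, a term for the replicate number, each replicate left out in turn, other sets of libraries in the fit, milk, skeletal muscle and adipocyte genes left out, and for lists fry and an estimated correlation. Alternatives chosen after the data were seen were leaving out Rn45s (the 45S ribosomal RNA precursor), the skeletal muscle score as a covariate, exact permutation of list scores over the same 92400 assignments, and a list of NRF2 targets. That permutation moves tumors among all 4 groups. Its p-values for recurrence or the interaction are exact only if no group differs from another. The authors used DESeq2, and it was an alternative here because the libraries that entered their fits were not stated.

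The pipeline was tested on simulated data with the dispersions and totals of these libraries and 200 changed genes. The changed genes were drawn above a floor of mean expression, genes varied independently, and each setting was run once. With no changed gene, edgeR called 0 of 16634 tested genes in the contrast of 3 against 3, where 4.59% had an unadjusted p under 0.05. With a log2 change of 2 in 200 genes, it recovered 83% of them (16638 tested) in 3 against 3, 74.5% (16647 tested) in 2 against 3 and 87.5% (16641 tested) in recurrent against primary tumors over both arms. With a log2 change of 1, these shares were 9.5% (16623 tested), 1% (16640 tested) and 49.5% (16642 tested). A shift planted in 1 of the 22 lists was called by camera and by fry, and neither called any other list. Because the simulated genes varied independently, false list calls from genes moving together could not arise in that test. Figures were drawn with matplotlib 3.10.9 in Python 3.11.15.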

Results

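Gene expression was measured by sequencing total RNA depleted of ribosomal RNA in 11 mammary tumors and 2 cancer-free mammary glands of MMTV-HER2/Neu mice. The tumors were 3 primary untreated, 3 primary stavudine, 3 recurrent 17-DMAG and 2 recurrent 17-DMAG plus stavudine tumors, each from its own library. Total counts were 47405431, 49134339 and 46272338 in the primary untreated tumors and 39921388, 43390341 and 45126443 in the primary stavudine tumors. They were 40786989, 42227049 and 45028024 in the recurrent 17-DMAG tumors, and 49484412 and 46108755 in the recurrent 17-DMAG plus stavudine tumors. The glands had 44011982 and 56887708 counts. The ribosomal RNA precursor Rn45s took between 4.70% and 7.98% of the counts of a library.

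The mixture of tissue differed between libraries within groups. Milk protein genes took 3.54% (95% Wilson interval 3.54 to 3.55) of the counts of gland 1 and 38.77% (38.75 to 38.78) of those of gland 2. In tumors their share ran from 0.560% to 2.69%. Skeletal muscle genes took 0.4997% (0.498 to 0.502) of the counts of primary untreated replicate 1, 0.179% (0.177 to 0.180) of recurrent 17-DMAG replicate 3 and 0.669% (0.667 to 0.671) of recurrent 17-DMAG plus stavudine replicate 2, and at most 0.0582% of any other tumor. Erbb2, the mouse gene to which reads of the rat transgene can also count, stood at 11209 and 12896 CPM in the glands and between 3698 and 19075 CPM in the tumors.

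**Figure D1:**
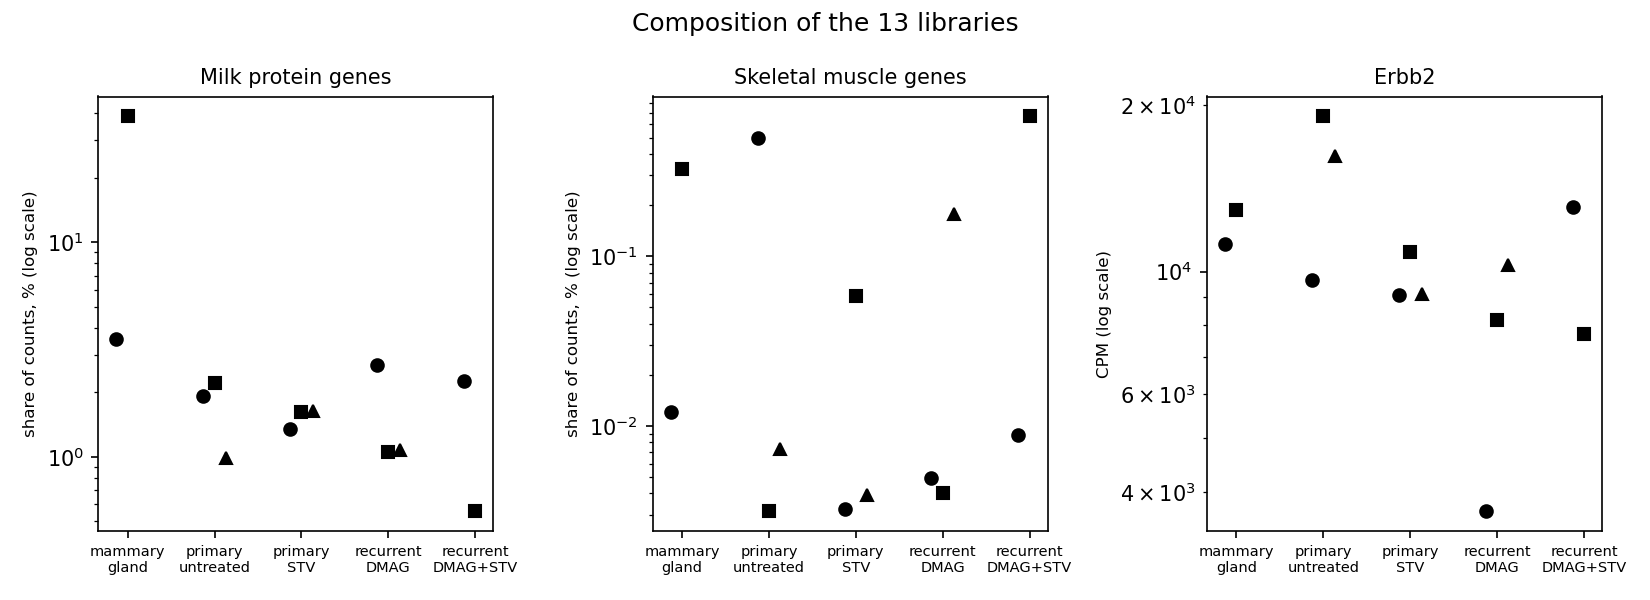
Share of counts in milk protein genes and in skeletal muscle genes (percent, log scale) and Erbb2 expression (CPM, log scale) in the 13 libraries by group, each point being a library and the circle, square and triangle marking replicates 1, 2 and 3. The milk share of gland 2 was 38.8%, and the Erbb2 values of both glands lay within the range of the tumors, 3698 to 19075 CPM.

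Tumors of the same group were about as similar as tumors of different groups. The mean Spearman rho across genes was 0.968 over the 10 pairs within groups and 0.964 over the 45 pairs between groups (exact one-sided permutation p = 0.131). Genes are not independent replicates, so the permutation was of tumors. The nearest library of a tumor was in its own group for 1 of 11 tumors. The highest value, 0.992, joined primary untreated replicate 1 and recurrent 17-DMAG replicate 3, and recurrent 17-DMAG replicate 2 and primary stavudine replicate 3 also reached 0.992. Recurrent 17-DMAG replicate 1 was the farthest from the rest, with rho between 0.915 and 0.956.

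**Figure D2:**
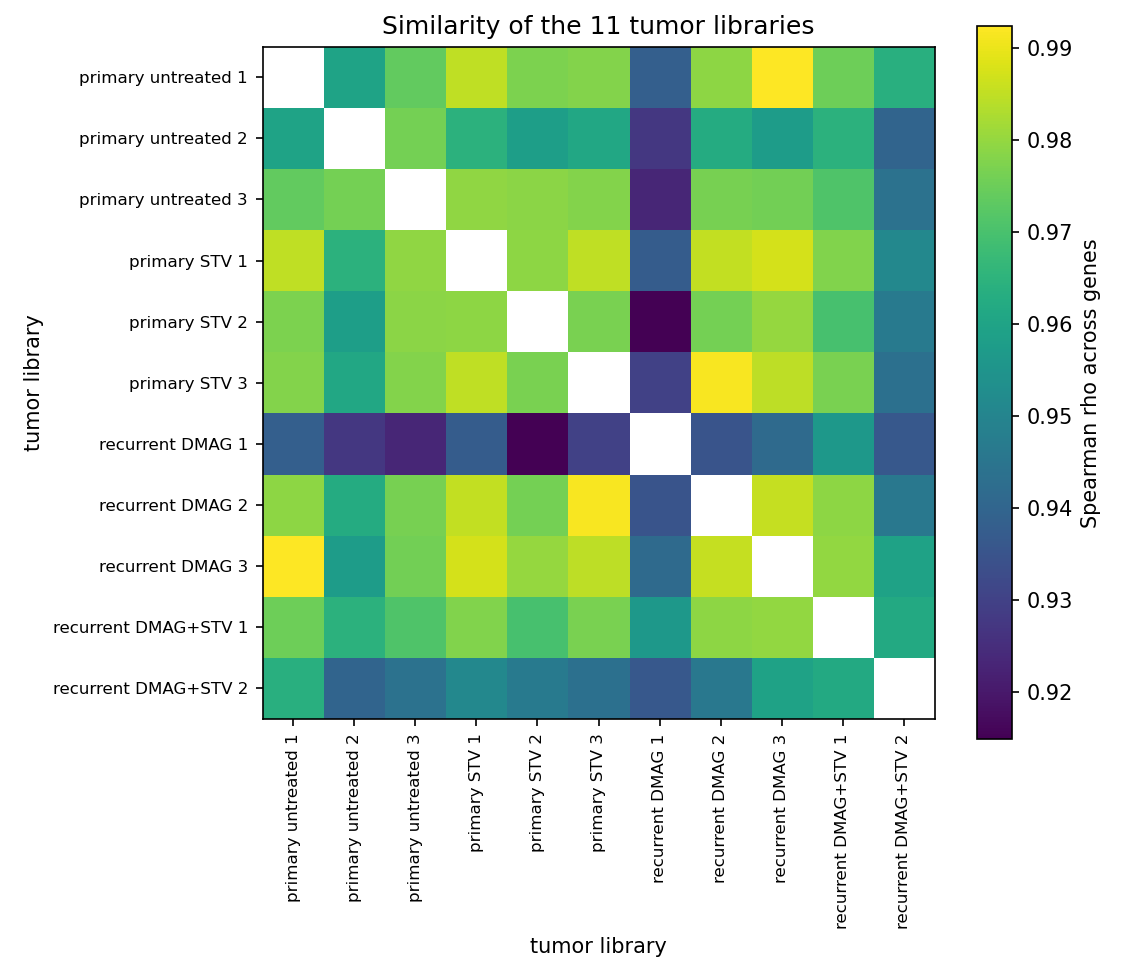
Spearman rho across genes between each pair of the 11 tumor libraries, with libraries of a group next to each other on both axes and color giving rho. Values ran from 0.915 to 0.992, and the row of recurrent 17-DMAG replicate 1 held no value above 0.956.

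The contrast of primary untreated tumors (n = 3) with mammary glands (n = 2) asks how these tumors differ from the tissue of origin. Of 17135 genes tested, edgeR called 361, of which 48 were higher and 313 lower in tumors, and 334 changed by more than 1 on the log2 scale. An unadjusted p under 0.05 was reached by 4198 genes (24.5%), and 6723 genes (39.2%) had groups that did not overlap, where chance gives 20%. The smallest adjusted p was 0.0117. DESeq2 moved the count most upward, to 2360 genes with 676 higher, and 356 of the 361 genes were among them. A fit on the libraries of these groups alone called 0 genes. Single tumors decided this count: it was 31 without primary untreated replicate 1, 0 without replicate 2, 0 without replicate 3, and 1360 without recurrent 17-DMAG replicate 1, which is not in the contrast but enters the dispersions. Leaving out any other tumor gave between 35 and 135 genes.

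The genes named by the rule were Car6, Arg1, Mia and Slc12a2, higher in tumors, and Wap, Olah, Cel and Atp2b2, lower. Their adjusted p-values from edgeR ran from 0.0127 (Cel) to 0.0491 (Car6). Car6 (chromosome 4, 150187015 to 150201135, GRCm38) was at 304 ± 317 CPM (SD, n = 3) in tumors and at 8.71 and 24.7 CPM in glands, a log2 fold change of 4.18 (SE 0.92). Arg1 (chromosome 10, 24915207 to 24927470) was at 188 ± 63.1 CPM (SD, n = 3) in tumors and at 11.2 and 24.8 CPM in glands, a log2 fold change of 3.38 (SE 0.64). Mia and Slc12a2 were higher by 2.98 and 2.38 on the log2 scale. Wap (chromosome 11, 6635483 to 6638654), a whey protein gene, was at 6.77 ± 1.78 CPM (SD, n = 3) in tumors and at 317 and 119394 CPM in glands, a log2 fold change of -13.11 (SE 2.57). Cel (chromosome 2, 28555819 to 28563403), which encodes a lipase, was at 1.93 ± 0.676 CPM (SD, n = 3) in tumors and at 145 and 3838 CPM in glands, a log2 fold change of -10.01 (SE 1.28). Olah and Atp2b2 were lower by log2 fold changes of -10.76 and -9.81. In glands 1 and 2, Olah was at 21.4 and 2056 CPM and Atp2b2 at 4.06 and 1662 CPM. Primary untreated tumors ran from 0.421 to 0.737 CPM for Olah and from 0.521 to 1.67 CPM for Atp2b2. The size of both changes thus rested mostly on gland 2. Each of the 8 genes lost its call without primary untreated replicate 1, 2 or 3. Their directions were the same under every alternative that kept them, the one without milk, muscle and adipocyte genes leaving out Wap and Olah, with adjusted p-values from 1.28e-23 (Cel, DESeq2) to 0.257 (Car6).

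None of the 9 fixed genes was called against the glands, and 4 had an unadjusted p under 0.05. Adjusted over the list alone, 3 of them passed 0.05, against 0 when adjusted over all genes tested. These were Ptprc (log2 fold change -2.66, adjusted p over all genes 0.0553), Acta2 (-3.60, 0.0616) and Abcb1a (-2.10, 0.0669). Without recurrent 17-DMAG replicate 1 the same 3 passed over all genes, with adjusted p-values of 0.0301, 0.0326 and 0.0198; over all alternatives these ran from 0.000744 to 0.186 for Ptprc, 0.000537 to 0.204 for Acta2 and 0.00425 to 0.213 for Abcb1a. Erbb2 differed by 0.31 on the log2 scale (adjusted p = 0.672), by 0.55 without primary untreated replicate 1 and by 0.10 without replicate 2, and Mki67 by 0.52 (adjusted p = 0.316). Hspa1a and Hspa1b, whose reads can be shared, differed by 0.77 and 0.80, Nqo1 by -0.45 and Abcb1b by -1.34. The direction for Nqo1 turned to 0.032 without primary untreated replicate 2, and was -0.78 without replicate 1 and -0.74 without replicate 3.

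Among the 22 gene lists, camera called 17 against the glands. Only proliferation was higher in tumors (mean log2 change 0.63, adjusted p = 1.57e-06). The largest decreases were in milk proteins (-5.04, adjusted p = 1.41e-05), adipocyte (-4.56, 2.91e-13), mast cells (-4.16, 0.00137), B cells (-3.79, 0.00112) and T cells (-3.06, 1.74e-05). The B and T cell values rested on gland 1, with scores of 4.82 and 3.88 log2 CPM. Gland 2 was at -0.79 for B cells and -0.21 for T cells, within the range of the primary untreated tumors (-1.37 to -0.53 and -1.31 to -0.18). The lists of basal and myoepithelial genes (-2.95), neutrophils (-2.95), NK cells (-2.88), plasma cells (-2.88), dendritic cells (-2.35), pan-leukocyte (-1.84), mesenchymal genes (-1.70), endothelium (-1.32), interferon type I response (-1.30), NF-kB and TNF response (-0.995) and drug transport and 17-DMAG handling (-0.56) were lower as well. Without primary untreated replicate 2 the interferon list was at -0.76, and without replicate 3 the drug handling list lost its call (-0.48). Those not called were macrophages, heat shock response, luminal epithelium, skeletal muscle, and L1 and cytosolic DNA sensing. With a correlation estimated from the data, 0 of the 17 calls held. Under fry 6 lists passed: plasma cells, NK cells, dendritic cells, basal and myoepithelial, adipocyte, and drug transport and 17-DMAG handling. In the tumor contrasts that follow, 0 list calls held under fry or an estimated correlation. Of the list genes, 119 in 17 lists were called when adjusted over the list alone, against 22 over all genes tested.

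Stavudine alone was compared in primary tumors (n = 3 against 3), which asks whether the drug changed tumors that never met 17-DMAG. Of 16870 genes, edgeR called 0, and 634 (3.76%) had an unadjusted p under 0.05. The smallest adjusted p was 1.00. Groups did not overlap for 1847 genes (10.9%), where chance gives 10%. DESeq2 moved this count most, to 18 genes. The gene with the smallest p, Mira, chosen after its values were seen, fell by 4.19 on the log2 scale (adjusted p = 1.00; range over alternatives 0.00120 to 1.00). The fixed genes had adjusted p-values of 1.00, and none had an unadjusted p under 0.05. Erbb2 changed by -0.65 (SE 0.39) and Nqo1 by 0.73 (SE 0.67) on the log2 scale. Without primary untreated replicate 2 these were -0.41 and 0.27, and without primary stavudine replicate 3 Nqo1 was at 0.44.

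Camera called 4 lists between primary stavudine and primary untreated tumors: interferon type I response (mean log2 change 0.31, adjusted p = 0.0265), proliferation (0.14, 0.0265), mesenchymal (-0.66, 0.0404) and macrophages (-0.52, 0.0430). In these and the other lists 0 genes were called when adjusted over the list alone, as over all genes tested. The number of lists fell to 1 without primary stavudine replicate 2 and to 2 without primary untreated replicate 1, and rose to 8 without primary untreated replicate 2. The interferon list turned to -0.20 without primary untreated replicate 2 and to -0.00193 without primary stavudine replicate 3, and rose to 0.48 without primary untreated replicate 1, 0.68 without replicate 3 and 0.60 without primary stavudine replicate 2. Proliferation lost its call without those tumors or primary stavudine replicate 2 (0.042, 0.11 and 0.058 in that order), and was at 0.25 without primary untreated replicate 1 and 0.29 without primary stavudine replicate 1. The mesenchymal list lost it without primary untreated replicate 1 (-0.38), primary stavudine replicate 2 (-0.69) or replicate 3 (-0.34). The macrophage list kept its call without primary untreated replicate 2 and lost it without any other tumor of either group, at values between -0.57 and -0.48.

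Recurrent 17-DMAG and primary untreated tumors (n = 3 against 3) were compared to ask what changed in tumors that regrew under the HSP90 inhibitor. edgeR called 0 of 16870 genes, with 1635 (9.69%) at an unadjusted p under 0.05 and a smallest adjusted p of 0.509. Groups did not overlap for 2599 genes (15.4%), where chance gives 10%. DESeq2 called 66 genes, and 1 gene was called by edgeR without primary untreated replicate 1. The smallest p belonged to Hes7, chosen after its values were seen, at 0.133 ± 0.00657 CPM (SD, n = 3) in recurrent and 0.791 ± 0.228 CPM (SD, n = 3) in primary tumors, which rests on 6 counts in each recurrent library. Of the fixed genes, Nqo1 (log2 fold change 2.09, SE 0.69), Erbb2 (-1.04, SE 0.39) and Ptprc (0.81, SE 0.34) had an unadjusted p under 0.05 and an adjusted p of 0.509; 0 passed when adjusted over the list alone. Erbb2 was at -0.69 and Ptprc at 0.22 without recurrent 17-DMAG replicate 1.

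Camera called 9 lists as higher in recurrent 17-DMAG tumors: proliferation (mean log2 change 0.48, adjusted p = 4.45e-11), NF-kB and TNF response (0.66, 1.16e-06), interferon type I response (0.57, 0.000601), pan-leukocyte (0.58, 0.000669), mesenchymal (0.70, 0.00156), basal and myoepithelial (1.07, 0.00284), macrophages (0.57, 0.00594), heat shock response (0.21, 0.00701) and L1 and cytosolic DNA sensing (0.23, 0.0267). Most of these values rested on recurrent 17-DMAG replicate 1. Without it the number of lists was 4, the macrophage list was at -0.15 and the mesenchymal list at -0.10, and pan-leukocyte (0.17), heat shock response (0.099), basal and myoepithelial (0.46) and L1 and cytosolic DNA sensing (0.12) lost their calls, while NF-kB and TNF response was at 0.34. Interferon lost its call without primary untreated replicate 2 (0.045) or recurrent 17-DMAG replicate 3 (0.33) and was at 0.93 without primary untreated replicate 3. Heat shock lost it without primary untreated replicate 3 (0.13), where mesenchymal was at 0.45 and basal and myoepithelial at 0.66. L1 sensing lost it without primary untreated replicate 1 (0.27) or recurrent 17-DMAG replicate 3 (0.26). Without recurrent 17-DMAG replicate 2 the mesenchymal, basal, heat shock and L1 sensing lists were at 1.42, 1.65, 0.34 and 0.37. No list gene was called when adjusted over the list alone (0 genes), nor over all genes tested (0).

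Under stavudine, recurrent 17-DMAG plus stavudine tumors (n = 2) were compared with primary stavudine tumors (n = 3), which asks the same question in mice that drank the drug. The labels do not say whether the recurrent tumors first arose under stavudine, so the primary group may not match them. edgeR called 0 of 16870 genes, with 1696 (10.1%) at an unadjusted p under 0.05. Groups did not overlap for 5947 genes (35.3%), where chance gives 20%. DESeq2 called 327, limma voom 4 (Chil1, Spns3, Tkt and Lrg1, chosen after their values were seen), and edgeR 18 without recurrent 17-DMAG replicate 1, which is in neither group. The smallest adjusted p, 0.0854, belonged to Tkt (chromosome 14, 30549131 to 30574724), a transketolase gene, at 337 and 428 CPM in recurrent tumors and 148 ± 13.1 CPM (SD, n = 3) in primary tumors, a log2 fold change of 1.38 (SE 0.15). Chil1 (chromosome 1, 134182156 to 134190031) was at 2822 and 3335 CPM against 133 ± 49.9 CPM (SD, n = 3), a log2 fold change of 4.54 (SE 0.59, adjusted p = 0.154). Without recurrent 17-DMAG replicate 1, Tkt had an adjusted p of 0.0329 and Chil1 of 0.0132; over all alternatives these ran from 1.96e-11 to 0.546 for Tkt and from 2.56e-12 to 0.546 for Chil1. Of the fixed genes, Mki67 (log2 fold change -1.51), Acta2 (2.56) and Abcb1b (1.45) had an unadjusted p under 0.05. Mki67 passed when adjusted over the list alone (0.0102), while 0 passed over all genes. The Abcb1b value rested on recurrent 17-DMAG plus stavudine replicate 2, at 8.54 CPM. Replicate 1, at 1.86 CPM, lay within the primary stavudine range of 1.41 to 2.83 CPM.

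Camera called 12 lists in this arm, 11 of them higher in recurrent tumors. Proliferation was lower (mean log2 change -1.09, adjusted p = 1.88e-23), with all 30 genes lower. The higher lists with the smallest p were macrophages (1.34, adjusted p = 4.40e-07), mesenchymal (1.54, 5.08e-07), heat shock response (0.39, 0.000202), basal and myoepithelial (1.66, 0.000255), pan-leukocyte (0.71, 0.000438) and skeletal muscle (3.67, 0.000641). The others were adipocyte (1.44), drug transport and 17-DMAG handling (0.50), NF-kB and TNF response (0.68), neutrophils (2.17) and endothelium (0.59). The adipocyte list turned to -0.26 without primary stavudine replicate 3 and was at 2.27 without replicate 1 and 2.25 without replicate 2. Endothelium lost its call without primary stavudine replicate 2 (0.39) or primary untreated replicate 3 (0.59), and drug handling without primary stavudine replicate 2 (0.46). Adjusted over the list alone, 36 genes were called, 25 of them in proliferation, against 0 over all genes tested.

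Recurrent tumors with (n = 2) and without (n = 3) stavudine were then compared. edgeR called 0 of 16870 genes, with 1323 (7.84%) at an unadjusted p under 0.05 and a smallest adjusted p of 0.166, for Tkt (log2 fold change 1.17, SE 0.15). Groups did not overlap for 3662 genes (21.7%), where chance gives 20%. DESeq2 called 270 genes, limma voom 1 (Spns3, chosen after its values were seen), and edgeR 1 without recurrent 17-DMAG replicate 1. The fixed gene Mki67 (chromosome 7, 135689784 to 135716450), which marks dividing cells, was at 198 and 83.8 CPM with stavudine and at 512 ± 10.2 CPM (SD, n = 3) without, against 401 ± 48.9 CPM (SD, n = 3) in primary untreated and 403 ± 86.5 CPM (SD, n = 3) in primary stavudine tumors. Its log2 fold change was -1.85 (SE 0.33, adjusted p = 0.166), and it passed when adjusted over the list alone (0.00265); the other fixed genes had an unadjusted p above 0.05. Camera called 4 lists: proliferation (-1.43, adjusted p = 6.08e-41), skeletal muscle (2.98, 0.00578), heat shock response (0.23, 0.0118) and luminal epithelium (-0.52, 0.0295). Adjusted over the list alone, 26 genes were called, 25 of them in proliferation, against 0 over all genes tested. Without recurrent 17-DMAG replicate 1 there were 8 lists, with skeletal muscle (2.36) and luminal epithelium (-0.34) not among them. Heat shock was at 0.36 without that tumor, and skeletal muscle at 5.06 without replicate 3. Heat shock lost its call without replicate 2 (0.12) or 3 (0.19) of that group, skeletal muscle without replicate 2 (1.53), and luminal epithelium without replicate 2 (-0.67) or primary untreated replicate 1 (-0.52).

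Averaged over both water arms, 5 recurrent tumors were compared with 6 primary tumors. By the paper's methods only the recurrent tumors were under 17-DMAG at collection, so a direct effect of the drug is not excluded. edgeR called 0 of 16870 genes, with 2296 (13.6%) at an unadjusted p under 0.05. In 231 genes (1.37%) the recurrent and the primary tumors did not overlap, where chance gives 0.433%. DESeq2 called 416, and edgeR 6 without recurrent 17-DMAG plus stavudine replicate 1 and 1 without recurrent 17-DMAG replicate 1. The smallest p belonged to Hspb1 (chromosome 5, 135887919 to 135889563), a small heat shock protein gene, with a log2 fold change of 1.07 (SE 0.13, adjusted p = 0.170). Its values were 13.9 ± 1.27 CPM (SD, n = 3) in primary untreated, 18.7 ± 3.48 CPM (SD, n = 3) in primary stavudine and 23.2 ± 1.23 CPM (SD, n = 3) in recurrent 17-DMAG tumors, and 40.98 and 58.23 CPM in the 2 recurrent 17-DMAG plus stavudine tumors. Without recurrent 17-DMAG plus stavudine replicate 1 its adjusted p was 0.0324, within a range over alternatives of 4.32e-09 to 0.554.

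Of the fixed genes in this contrast, 5 had an unadjusted p under 0.05: Acta2 (log2 fold change 2.05, SE 0.57), Nqo1 (1.70, SE 0.50), Mki67 (-0.59, SE 0.21), Ptprc (0.64, SE 0.25) and Abcb1a (0.85, SE 0.36). Adjusted over the list alone, Acta2 and Nqo1 passed, against 0 over all genes tested, where adjusted p-values ran from 0.287 to 0.490. Nqo1, which reduces quinones such as 17-DMAG, lay between 1.57 and 16.9 CPM in primary and between 16.3 and 48.3 CPM in recurrent tumors. Acta2 without recurrent 17-DMAG plus stavudine replicate 2 was 1.15. Ptprc was at 0.35, Abcb1a at 0.43 and Erbb2 at -0.29 without recurrent 17-DMAG replicate 1. Mki67 was at -0.95 without recurrent 17-DMAG plus stavudine replicate 1 and -0.33 without replicate 2. In the single arms Mki67 changed by 0.34 without stavudine and by -1.51 under stavudine, so its mean joins opposite changes. Erbb2 was lower by a log2 fold change of -0.46 (SE 0.29), and Hspa1a and Hspa1b were higher by 0.40 and 0.39. Without recurrent 17-DMAG plus stavudine replicate 1 these 2 were at 0.050 and 0.14; without replicate 2 Erbb2 was at -0.29 and Hspa1a at 0.65. Abcb1b was higher by 0.69, at 1.06 without recurrent 17-DMAG plus stavudine replicate 1 and at -0.042 without replicate 2.

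Camera called 12 lists in this contrast. Mesenchymal (mean log2 change 1.12, adjusted p = 5.28e-08), macrophages (0.96, 1.42e-07), NF-kB and TNF response (0.67, 2.96e-06), pan-leukocyte (0.64, 5.93e-06), basal and myoepithelial (1.36, 5.93e-06), heat shock response (0.30, 1.25e-05), neutrophils (1.59, 0.0116), drug transport and 17-DMAG handling (0.38, 0.0116), L1 and cytosolic DNA sensing (0.19, 0.0231), mast cells (1.88, 0.0383) and skeletal muscle (1.52, 0.0421) were higher in recurrent tumors. Proliferation was lower (-0.31, 6.64e-06), and only by -0.044, without its call, when recurrent 17-DMAG plus stavudine replicate 2 was left out. Without replicate 1 it was at -0.56. This mean joins opposite changes. From primary to recurrent tumors, the mean centred proliferation score rose from 0.0044 to 0.48 without stavudine and fell from 0.15 to -0.95 under stavudine. The macrophage list was at 0.54 and the mesenchymal list at 0.70 without recurrent 17-DMAG replicate 1. Skeletal muscle was at 0.070 without recurrent 17-DMAG plus stavudine replicate 2 and lost its call without any of 5 others, at values between 0.48 and 1.24. It was at 3.14 without recurrent 17-DMAG plus stavudine replicate 1, 2.65 without primary untreated replicate 1 and 2.31 without primary stavudine replicate 2. The mast cell list lost its call without any of 5 tumors, at values between 1.02 and 1.75. Drug handling (0.33) and L1 sensing (0.11) lost theirs without recurrent 17-DMAG plus stavudine replicate 1. Lists that were not called ran from -0.45 (plasma cells) to 0.69 (adipocyte). Adjusted over the list alone, 41 genes were called, 11 of the 13 macrophage genes among them, against 0 over all genes tested.

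An exact permutation of tumors, chosen after the camera results were seen, gave larger p-values for the same lists. For recurrence, 0 of 22 lists passed after adjustment, the smallest adjusted p being 0.127, and 6 lists had an unadjusted p under 0.05: NF-kB and TNF response (0.63 higher, exact p = 0.00933), neutrophils (1.40, 0.0225), macrophages (0.87, 0.0250), drug transport and 17-DMAG handling (0.38, 0.0256), heat shock response (0.30, 0.0289) and pan-leukocyte (0.65, 0.0359).

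The interaction asks whether recurrence changed genes differently with and without stavudine. It shares the limit that primary stavudine tumors may not match the recurrent tumors under stavudine. edgeR called 0 of 16870 genes, with 1322 (7.84%) at an unadjusted p under 0.05 and a smallest adjusted p of 0.435, for Tkt. DESeq2 called 185 genes, and edgeR 1 without recurrent 17-DMAG replicate 1. Camera called 5 lists: proliferation (mean log2 difference -1.57, adjusted p = 1.07e-34), interferon type I response (-0.63, 0.00477), skeletal muscle (4.31, 0.0111), luminal epithelium (-0.81, 0.0229) and macrophages (0.77, 0.0406). This number was 2 without primary untreated replicate 1, 3 without recurrent 17-DMAG replicate 2 and 9 without recurrent 17-DMAG replicate 1. The interferon list was at -0.13 without primary untreated replicate 2, -0.31 without primary stavudine replicate 3 and -0.40 without recurrent 17-DMAG replicate 3, each time without its call, and at -0.99 without primary untreated replicate 3. Skeletal muscle lost its call without primary untreated replicate 1 (2.04) or recurrent 17-DMAG replicate 1 (3.63) or 2 (2.80). Luminal epithelium lost it without primary untreated replicate 1 (-0.83) or 3 (-0.77) or recurrent 17-DMAG replicate 1 (-0.65). The macrophage list lost it without any of 5 tumors, at values from 0.47 without recurrent 17-DMAG replicate 2 to 0.82 without primary untreated replicate 1, and stood at 1.38 without recurrent 17-DMAG replicate 1. By exact permutation of tumors, proliferation alone passed (interaction -1.58, exact p = 0.000758, adjusted over 22 lists 0.0167). The permutation assumes that no group differs from any other, so this p does not isolate an interaction. Proliferation also differed over the 4 groups by exact permutation of the F statistic (exact p = 0.0011). Its score, in log2 CPM centred on the mean of the tumors, was 0.0044 ± 0.23 (SD, n = 3) in primary untreated, 0.15 ± 0.24 (SD, n = 3) in primary stavudine and 0.48 ± 0.11 (SD, n = 3) in recurrent 17-DMAG tumors, and -0.44 and -1.46 in the 2 recurrent 17-DMAG plus stavudine tumors. All 30 genes had a negative interaction, and 26 passed when adjusted over the list alone, against 0 over all genes tested. The fixed gene Mki67 had an interaction of -1.85 (SE 0.43, adjusted p = 0.435; adjusted over the list alone 0.0152), and no other fixed gene had an unadjusted p under 0.05.

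**Figure D3:**
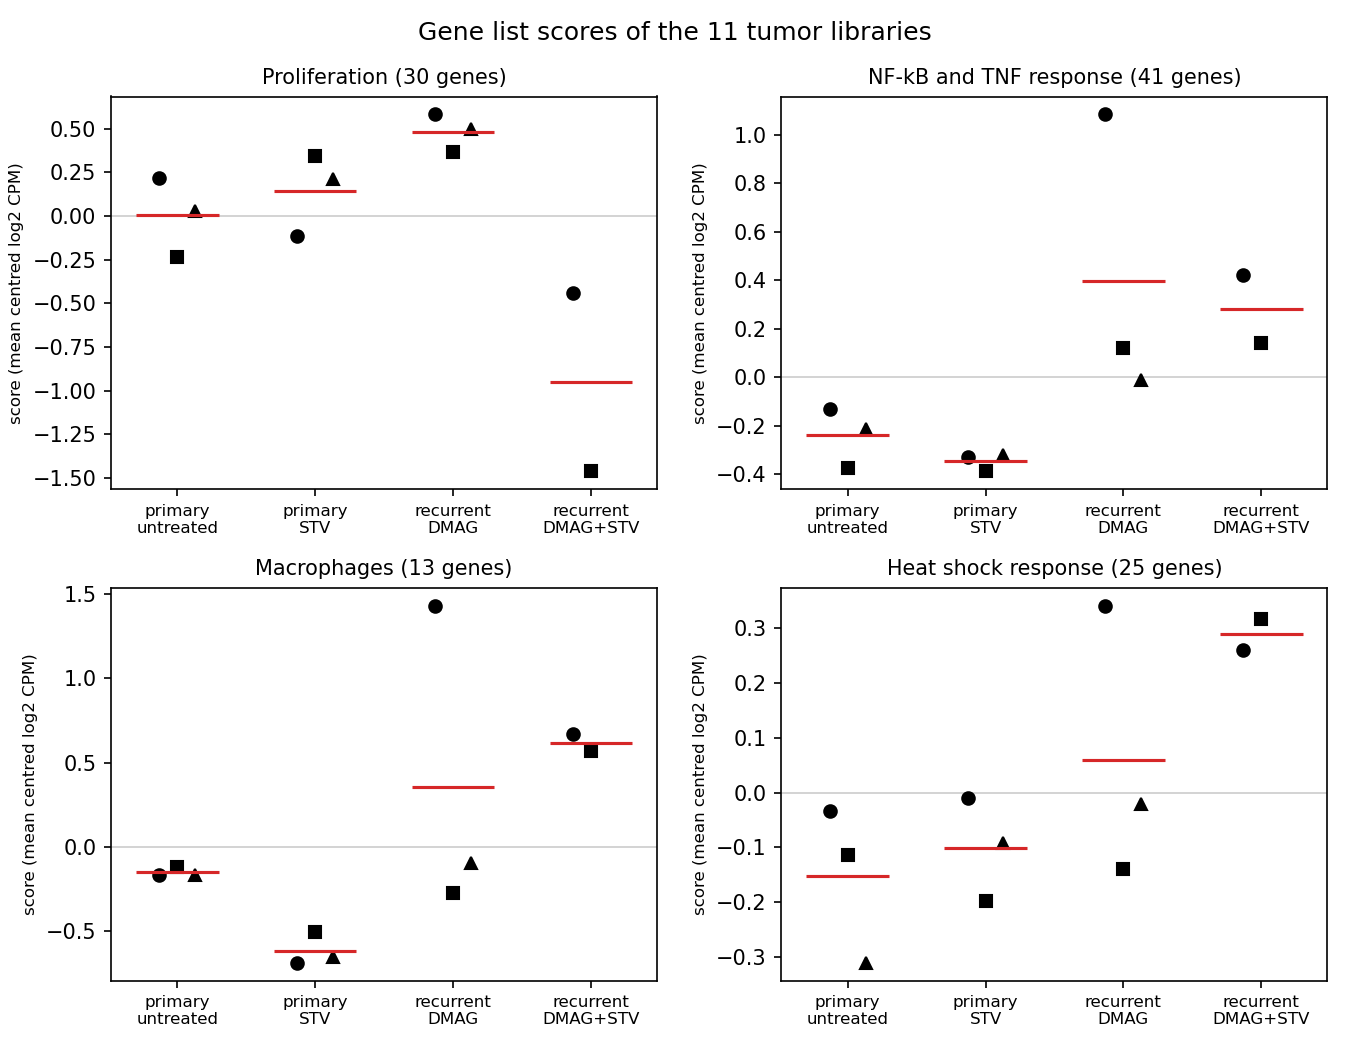
Scores of the proliferation, NF-kB and TNF response, macrophage and heat shock response lists (mean log2 CPM of the list genes, each gene centred on the mean of the 11 tumors) by tumor group, each point being a tumor, circle, square and triangle marking replicates 1, 2 and 3, and the red line the group mean. The mean proliferation score was -0.95 in recurrent 17-DMAG plus stavudine tumors and between 0.0044 and 0.48 in the other groups, and recurrent 17-DMAG replicate 1 stood at 1.43 in macrophages.

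The recurrence effects in the arms with and without stavudine, which share no tumor, had a Pearson r of 0.195 across 16870 genes (exact one-sided permutation p = 0.21 over 200 relabelings, the smallest possible being 0.005), and 56.7% of genes had the same sign. Spearman's rho was 0.204 (exact p = 0.18). The value rested on single tumors: it was -0.124 (exact p = 0.77) without recurrent 17-DMAG replicate 1 and 0.362 (exact p = 0.03) without replicate 2. It was 0.0947 without primary untreated replicate 3, 0.121 without primary stavudine replicate 2, and between 0.212 and 0.229 with any other tumor of a group of 3 left out.

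Immune marker scores were compared over the 4 tumor groups because the study asked whether stavudine altered the immune cells of tumors. None of the 9 lists differed after adjustment by the exact permutation test, the smallest adjusted p being 0.332, and neutrophils alone had an unadjusted p under 0.05 (exact p = 0.0482). The macrophage list had an exact p of 0.0738, pan-leukocyte 0.139, plasma cells 0.198, NK cells 0.407, dendritic cells 0.507, B cells 0.571, mast cells 0.617 and T cells 0.914. The neutrophil score in log2 CPM was -1.53 ± 0.13 (SD, n = 3) in primary untreated, -1.90 ± 0.17 (SD, n = 3) in primary stavudine and -0.49 ± 1.36 (SD, n = 3) in recurrent 17-DMAG tumors, and 0.14 and -0.60 in the 2 recurrent 17-DMAG plus stavudine tumors. A single tumor decided this result: without recurrent 17-DMAG replicate 1, macrophages (adjusted p = 0.0114), neutrophils (0.0129) and the pan-leukocyte list (0.0129) differed between groups by the same exact test. Over all other alternatives 0 of 9 lists passed.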

Values the study reported

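The paper reports that 17-DMAG brought a complete response in ~90% of the animals, that remission lasted between 6 and 20 wk, that the drug extended lifespan by 11 wk on average, and that tumors came back where they had first grown in 100% of animals. Progression-free survival in the paper averaged 25 d in the control group, 70 d in mice given stavudine before and throughout 17-DMAG treatment, and 95 d in mice given it from the start of 17-DMAG treatment. From the RNA sequencing data the paper estimated immune cells in each tumor group, and it reports that neither their quantity nor their mix differed significantly.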

Additional observations from a re-analysis of the deposited data

Results flagged for a closer look

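The exact permutation tests of the 5 lists below, and the comparison with primary untreated tumors for dilution, were chosen only after the results were seen.

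By camera, 5 lists changed differently on recurrence with and without stavudine, which is why they are taken up here. The interaction, as a mean log2 difference, was 0.77 for macrophages, -0.63 for interferon type I response, -1.57 for proliferation, -0.81 for luminal epithelium and 4.31 for skeletal muscle. Camera takes a correlation of 0.01 between the genes of a list, so a list whose genes move together in single tumors can pass with few tumors. The exact permutation of tumors does not make that assumption. Its p-values for the interaction, adjusted over 22 lists, were 0.963 for macrophages, 0.963 for interferon type I response, 0.498 for luminal epithelium and 0.963 for skeletal muscle, so genes moving together in single tumors may account for these 4. A biological effect of stavudine on recurrence remains among the open explanations for them and was not shown. For skeletal muscle, the share of counts was high in 1 tumor of each of 3 groups. It was raised to a lesser degree in primary stavudine replicate 2, at 0.0582% against 0.00325% and 0.00392% in the other tumors of that group. Dissected muscle is a candidate source, with the interaction falling from 4.31 to 2.04 without primary untreated replicate 1.

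For proliferation the adjusted p of the exact permutation was 0.0167. That p is set against no difference between any groups, so it does not isolate the interaction. The other tests that take the correlation between genes from the data did not pass, with adjusted p-values of 0.108 under fry and 0.421 for camera with an estimated correlation, so genes moving together in single tumors stay open as an explanation. Gene length and expression level were argued against: 0% of 10000 random lists matched on both had a median interaction as low. Dilution of tumor epithelium by other cells was weighed in 2 ways. The interaction in the proliferation score minus the luminal epithelium score had an exact p of 0.156, and with 2 recurrent 17-DMAG plus stavudine tumors dilution and slower division cannot be told apart by that test. Set against primary untreated tumors, the luminal epithelium score differed by -0.030 and the proliferation score by -0.95. This argues against dilution as the cause of that difference only if luminal genes were expressed alike in the tumor cells of both groups. The macrophage score was -0.15 in primary untreated and 0.62 in recurrent 17-DMAG plus stavudine tumors, and the mesenchymal score -0.19 and 0.68. A larger share of other cells is therefore not excluded in that comparison. Against the other groups dilution stays open. The luminal epithelium score was 0.070 in primary stavudine and 0.27 in recurrent 17-DMAG tumors, against -0.22 in recurrent 17-DMAG plus stavudine tumors. Its own interaction was -0.76 (unadjusted exact permutation p = 0.0452). The proliferation list was lower than the mean of every other group in both recurrent 17-DMAG plus stavudine tumors, at -0.44 and -1.46. Slower division in tumors that regrew under both drugs may be a biological explanation, untested beyond this and open beside the technical ones. Tumor size and time of collection are not used here and stay open.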

How the results depend on the processing

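The exact permutation of list scores, the fits with a muscle score as covariate and those with Rn45s left out were chosen only after results were seen.

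A gene or list counted as the same when its direction and its call stayed, whatever its size. It counted as weaker or stronger when it lost or gained a call. A count of genes or lists was the same within a set ratio of the main count, and had otherwise moved. Ptprc between recurrent 17-DMAG and primary untreated tumors thus ran from 0.22 to 1.07 as the same in all 24 alternatives. Among answers to comparisons, 235 of the alternative values were the same, 57 moved, 1 was stronger and 1 reversed. Among named genes 1109 were the same, 107 weaker, 34 stronger and 2 reversed, and among named lists 771 were the same, 207 weaker and 5 reversed. The reversed ones were Nqo1 against the glands (0.032 without primary untreated replicate 2, in a range of -0.78 to 0.032 over the fits without one tumor), Abcb1b over both water arms (-0.042 without recurrent 17-DMAG plus stavudine replicate 2, in a range of -0.042 to 1.06), the interferon list between primary stavudine and primary untreated tumors (-0.20 without primary untreated replicate 2 and -0.00193 without primary stavudine replicate 3, in a range of -0.20 to 0.68), the macrophage and mesenchymal lists between recurrent 17-DMAG and primary untreated tumors (-0.15 and -0.10 without recurrent 17-DMAG replicate 1, in ranges of -0.15 to 0.80 and -0.10 to 1.42), the adipocyte list under stavudine (-0.26 without primary stavudine replicate 3, in a range of -0.26 to 2.27), and the agreement between water arms (-0.124 without recurrent 17-DMAG replicate 1). The cause was not tested.

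The number of genes called against the glands was 361. It was 2360 with DESeq2 (676 higher), 101 with limma voom (3 higher), 25 with the muscle covariate, 4 with the replicate block and 0 with only these groups in the fit, where fewer libraries enter the dispersion. It ran from 0 to 1360 across the 11 fits that each left out one tumor. Between tumor groups edgeR called 0 genes in each contrast, with 634 to 2296 genes at an unadjusted p under 0.05. DESeq2 called 18 between primary stavudine and primary untreated, 66 between recurrent 17-DMAG and primary untreated, 327 between recurrent and primary tumors under stavudine, 270 between recurrent tumors with and without stavudine, 416 over both water arms and 185 for the interaction. Limma voom called 4 under stavudine and 1 between recurrent tumors, and a fit of only the groups compared called 2 under stavudine. Leaving out one tumor gave from 0 to 0, 0 to 1, 0 to 18, 0 to 1, 0 to 6 and 0 to 1 genes in the same order. The cause of the difference between edgeR and DESeq2 was not tested on these libraries. In simulated data with nothing planted, edgeR called 0 genes and DESeq2 35 over both water arms. With 200 genes changed by 1 on the log2 scale, DESeq2 recovered 73% of them and edgeR 49.5%. False calls there were 63 with DESeq2 and 5 with edgeR.

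The number of lists past the threshold fell to 0 in all 7 contrasts with an estimated correlation, and under fry to 6 against the glands and 0 in the 6 tumor contrasts; these tests take the correlation between genes of a list from the data. It was 3 for the interaction with the replicate block. By exact permutation of list scores it was 0 over both water arms and 1 for the interaction. Leaving out one tumor gave from 16 to 18 lists against the glands, 1 to 8 between primary tumors, 4 to 12 for recurrence without stavudine, 11 to 13 under stavudine, 3 to 8 between recurrent tumors, 10 to 15 over both water arms and 2 to 9 for the interaction. The agreement between water arms ran from -0.124 to 0.362, and it was past its threshold only without recurrent 17-DMAG replicate 2. The immune lists past the threshold ran from 0 to 3. With a mean count of at least 50, no NK cell gene was left, so 8 immune lists were tested.

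Replicate numbers did not pair the tumors: deviations from group means had a median r of -0.0510 over the 15 pairs of libraries with the same number and 0.0303 over the 30 pairs with different numbers, so the replicate block is given as an alternative only. The glands were never left out, nor was a recurrent 17-DMAG plus stavudine tumor where 1 would have remained in a compared group.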

Other observations

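The tests of recurrent 17-DMAG replicate 1, of the muscle covariate, of 2-fold changes (both), of lymph node tissue and of a tumor sampled or labelled more than once were chosen only after the result was seen.

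Splits of the same tumors were counted, the real one included in each count. For primary stavudine against primary untreated tumors, 10 of the 10 splits gave as many genes with an adjusted p under 0.05, which the real count of 0 makes certain, 3 of 10 as many with an unadjusted p under 0.05 and 7 of 10 as many lists. For recurrent 17-DMAG against primary untreated tumors these were 10, 3 and 6 of 10, the first again certain with a count of 0. With 10 splits the share is never under 0.1. Over both water arms, 100 of the 200 splits were drawn: 100 gave as many genes with an adjusted p under 0.05, certain for the same reason, 5 as many with an unadjusted p under 0.05 and 19 as many lists. The other splits had a median of 589 genes with an unadjusted p under 0.05, against 2296 for the real one. With DESeq2, 2 of 40 splits gave as many genes, again with the real one counted.

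That edgeR called 0 genes between tumor groups, with 634 to 2296 at an unadjusted p under 0.05, was weighed against several explanations. In simulated data of 3 against 3 tumors, 83% of genes changed 4-fold were recovered. In 2 against 3 tumors this share was 74.5%. The simulation changed 200 genes at once, above a floor of expression, and let genes vary independently. In the tumors, Chil1 under stavudine had a log2 fold change of 4.54 and an edgeR adjusted p of 0.154. The recovery argues against too few libraries where 200 such genes change, and leaves it open for fewer. Only 9.5% of genes changed 2-fold were recovered in 3 against 3 tumors and 1% in 2 against 3. Too few libraries may therefore hide changes of that size in contrasts of these sizes. The interaction was not simulated, so for it the number of libraries stays open. Over both water arms 49.5% of genes changed 2-fold were recovered, which argues against too few libraries as the cause of 0 calls in that contrast, as far as 200 genes changed 2-fold go. Without recurrent 17-DMAG replicate 1, 0 genes were called between primary stavudine and primary untreated tumors, which argues against that tumor widening the spread as the cause there. Between recurrent 17-DMAG and primary untreated tumors 0 were called as well, with 2 against 3 tumors left, so it stays open there. In the other 4 contrasts genes were called without it, 18 under stavudine and 1 in each of the rest, so it may be part of the cause in those 4. With the muscle score as a covariate the largest number was 0, but the covariate also lowered the count against the glands from 361 to 25, so muscle stays open.

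Erbb2 in the glands was at the level of the tumors. Of 3599 genes of at least 50 CPM in every primary untreated tumor, 3 stayed under 0.25 of the lowest tumor in both glands, too few to decide whether tumor cells were present, and these explanations cannot be told apart: tumor cells in the glands, or the transgene expressed in gland epithelium before tumors form.

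Gland 1 was higher than gland 2 in 8 of the 9 immune lists and lower in plasma cells (-0.32 on the log2 scale). The differences were 5.61 for B cells, 4.09 for T cells, 2.36 for pan-leukocyte, 1.81 for mast cells, 1.70 for macrophages, 1.59 for dendritic cells, 1.34 for neutrophils and 1.03 for NK cells. Lymph node tissue in the sample was considered after these values were seen, and they cannot serve as its test, so it stays open. No biological explanation was tested for a single library.

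The closest pairs of tumors lay in different groups. The lowest dispersion index of the 55 pairs was 39.9, where sampling noise gives 1, but pieces of one tumor also differ by more than sampling noise. One tumor sampled or labelled more than once therefore stays open, as no library is known to be a repeat of another.

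The NF-kB and TNF list was higher in recurrent tumors, and more leukocytes in these tumors may account for it. The recurrence effect in its score minus the pan-leukocyte score was -0.014 (exact p = 0.875), which leaves that explanation open.

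Nqo1 was higher over both water arms (log2 fold change 1.70, adjusted p = 0.293). Under stavudine it differed by 1.32 with overlapping groups (adjusted p = 0.549), where Tkt, chosen after its values were seen, differed by 1.38 without overlap (adjusted p = 0.0854). An NRF2 program was taken as a hypothesis. The score of 25 other NRF2 targets, 10 of them also in the drug handling list, was higher by 0.25 in recurrent tumors (exact p = 0.0223), with 15 of the 25 genes higher, and the interaction was 0.41 (exact p = 0.0491). In the arm without stavudine the score was -0.0044 in primary and 0.042 in recurrent tumors, where Nqo1 rose by 2.09, and under stavudine it was -0.20 and 0.25, where Nqo1 rose by less. The interaction of Nqo1 was -0.78 (SE 0.999, edgeR adjusted p = 0.891), opposite in sign to that of the score. With an SE larger than the value, that sign cannot decide whether the score follows Nqo1. The hypothesis stays open.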
